A study of Homo sapiens with 12 samples.

How the data were processed

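T-47D cells treated with 1 µM palbociclib or with DMSO for 24 h were measured by poly(A) RNA sequencing and by ATAC-seq, with 3 biological replicates per treatment and assay. Groups were taken from the labels. Replicate numbers are not stated to pair libraries across treatments, and no batch is given, so the groups were compared without a pairing term. The comparisons, tests, gene lists, rules for named items and most alternatives were chosen before the data were examined, and those added later are named as such.

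RNA values were FPKM as deposited by the authors, per the labels with 1 column per library. The aligner, counter, counting strand, annotation and build behind them are not stated. The FPKM columns do not sum to a common total. The median ratio to the geometric mean over genes was 1.003 in all 6 libraries, as scaling by DESeq2 size factors makes it, so changes are relative to the median gene. The table held 19460 genes, of which 16178 received a symbol from the authors' table or a gene name table. The authors' DESeq2 table gives a mean normalized count, taken here as a signal value, as deposited. It also gives log2 fold changes with standard errors, a Wald statistic that is a score, and p values, per the file headers. For 380 genes the authors' deposited table has no adjusted p. The splicing tables were made by the authors with rMATS on junction and exon-body counts, and hold inclusion and skipping read counts, inclusion levels, a difference of levels used as a score, and p values with an FDR within event type. Their version is not stated, and the contig names are those of GRCh38. The ATAC counts per peak were made by the authors with featureCounts on deduplicated alignments over 1 peak set for all libraries. The peak caller, aligner and build are not stated. The command names no option to count read pairs, so the counts were taken as reads, and the depth in fragments would then be lower.

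RNA levels were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend, over genes with a mean FPKM of at least 0.5. Counts of changed genes used a Benjamini-Hochberg adjusted p under 0.05, also with a log2 change of at least 1. FPKM are not counts, and count models were therefore not the main test. As an added alternative, counts were rebuilt from FPKM and the authors' mean normalized count for edgeR 4.0.16, which tested 19312 genes. Of the low FPKM values of a library, 33.35% to 54.46% lay within 0.1 of a whole-number step. Values without such steps would also lie there in part, so the rebuilt counts are approximate. Depth was estimated from these steps, and the relative depths of the 6 libraries so obtained and those from the skipped exon counts had a Pearson r of 0.997.

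The 11 lists were S phase, G2 and mitosis, oestrogen receptor targets, interferon response, antigen presentation, lysosome, cholesterol synthesis, splicing factors, p53 targets, replication-dependent histones and ribosomal proteins. They were tested with camera at a preset correlation of 0.01, with camera at the estimated correlation and fry as alternatives, and Benjamini-Hochberg adjustment over the lists. Camera compares a set with the other genes, while fry asks whether the set changed at all. A fry call therefore does not back a camera call.

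Peak counts were compared with the edgeR quasi-likelihood test after TMM normalization and filterByExpr by group, which removed 0 peaks. Gene starts came from RefSeq on GRCh38, for 38336 genes on chromosomes 1 to 22, X and Y. The table gives no strand, and 12485 genes received one from the splicing tables, so only these had a start. That the build fits was checked on the peaks, of which 12.22% lay within 1 kb of a start, 2.57% within 1 kb of a gene end and 1.59% within 1 kb of a start moved by 1 Mb. Peaks near starts were compared with Fisher's exact test, two-sided. Peaks within 1 kb of a start were joined to the gene for the promoter comparison, tested with camera on log2 CPM (library-scaled counts), with the Spearman correlation and an SE from 1000 bootstrap draws.

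Splicing events were tested per type with the edgeR quasi-likelihood test on inclusion and skipping counts, with a term per library and an inclusion-by-treatment term. Events needed a mean of at least 20 reads per library and a minor form of at least 5% of reads. Inclusion levels recomputed from the counts differed from the deposited ones by at most 0.0005. The overlap with changed RNA levels used Fisher's exact test, two-sided.

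Named items were fixed by rule. They were 10 genes given in advance, and the 5 genes with the largest rise and the 5 with the largest fall at an adjusted p under 0.05, a mean FPKM of at least 1, a symbol and groups that do not overlap. They were also the 3 peaks each way with a mean of at least 50 counts, and the 3 events each way with a mean of at least 50 reads and 1 event per gene, both with the same threshold and groups that do not overlap. Of the events, 1 is not reported here.

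Alternatives covered the pseudocount (0.1), the filters on low values, quantile normalization, median centring, no trend, size factors of DESeq2 1.42.0, library totals, an offset smoothed on abundance with a loess span of 0.3, the DESeq2 Wald test, distances of 500 bases and 5 kb, read minimums of 10 and 100, no filter on the minor form, limma on log2 odds of the inclusion level, the replicate number as a block, and leaving out each library. Alternatives added after seeing the data were edgeR on rebuilt counts, both Mantel-Haenszel tests and limma on log2 odds with a depth trend. The counts of changed genes, peaks and events, the list and promoter tests and the promoter correlation were also recomputed for the 10 splits of 6 libraries into 3 and 3.

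The methods were tested on simulated data with 200 changed features. The limma test on FPKM found 198 with 15 false calls, and edgeR on RNA counts found 200. The edgeR test on peaks found 145 of 200 changes of 0.5 log2 with 8 false calls, and that on splicing counts 185. Limma on log2 odds found 0, and with a depth trend 99. The splicing data were simulated for skipped exons under the count model of edgeR, with a spread that was set and not estimated. Changes of 1.5 in log2 odds were put only into events with many reads and a common minor form. This setting favours edgeR. Motif sets and corrections for GC content need a genome sequence and were not run. Sequence reads were not used here. Preparation and plots used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.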

Results

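The series charts how T-47D cells, an established oestrogen receptor positive human breast cancer line, respond to palbociclib, an inhibitor of the kinases CDK4 and CDK6. RNA sequencing of poly(A) RNA and ATAC-seq, which measures how accessible chromatin is to the transposase Tn5, were each run on 6 libraries. In each assay, 3 biological replicates had received 1 µM palbociclib for 24 h and 3 had received the solvent DMSO. The RNA libraries were read at 2 levels, gene expression and alternative splicing. Values below are means ± SD over 3 libraries per group, and changes are palbociclib over DMSO.

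The RNA values are FPKM, so no total count per library is stated. Depth estimated from the FPKM and the authors' mean normalized counts was 52.8 to 76.4 M fragments per library, and this is an approximation. The ATAC table held 38121 peaks, and the counts in them summed to 12830062, 18250496 and 14410775 in DMSO replicates 1 to 3. In palbociclib replicates 1 to 3 the sums were 16261929, 14689814 and 13748073. The command line in that table asks for no count of read pairs, so these counts are taken as reads, of which both mates of a fragment may be counted. The splicing tables listed 145447 events of 5 types.

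The first comparison asked which genes changed their RNA level with the drug. Of 15869 genes with a mean FPKM of at least 0.5, limma found 3312 higher and 3628 lower at an adjusted p under 0.05. A log2 change of at least 1 was reached by 29 of the higher and 482 of the lower genes. The groups did not overlap in 54.72% of the genes tested, where chance gives 10%. Pearson r between libraries of the same group was at least 0.995 and between groups at most 0.971. The alternative that moved the balance most was quantile normalization, which gave 4588 higher and 2856 lower genes. It raised the share of higher genes among those changed from 47.72% to 61.63%, so the balance of directions is not settled by these values. The count of genes higher by at least 1 log2 moved most with edgeR on counts rebuilt from the FPKM, an alternative chosen after seeing the data, which gave 279. The authors' deposited table, made with DESeq2, lists 3415 higher and 3877 lower genes at an adjusted p under 0.05. With a log2 change over 1 in size, the authors' deposited table has 223 higher genes, of which 24 passed 1 log2 here, and 833 lower genes, of which 482 did. Of the genes called here, 6463 were also called in the same direction in the authors' deposited table, which is from the same libraries.

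Of the 10 genes named in advance, 9 changed in limma over all genes tested, and 9 changed adjusted over the list alone. CCNE2 (ENSG00000175305) fell from 31.8 ± 0.568 to 1.615 ± 0.21 FPKM, a log2 change of -3.65 with a limma adjusted p of 1.75e-09. MKI67 (ENSG00000148773) fell from 30.79 ± 1.27 to 1.618 ± 0.117 FPKM (log2 -3.60, limma adjusted p 8.08e-10). E2F1 (ENSG00000101412) fell from 31.49 ± 1.03 to 3.336 ± 0.164 FPKM (log2 -2.91, limma adjusted p 1.33e-09). CCNE1 (ENSG00000105173) fell from 6.319 ± 0.399 to 2.648 ± 0.159 FPKM (log2 -1.004, limma adjusted p 8.38e-06). RB1 (ENSG00000139687) and CDK4 (ENSG00000135446) fell by less, with log2 changes of -0.58 and -0.44 and limma adjusted p of 6.22e-06 and 0.000115. CCND1 (ENSG00000110092) rose from 96.75 ± 2.25 to 202.7 ± 3.52 FPKM (log2 1.06, limma adjusted p 2.89e-08). PGR (ENSG00000082175) rose from 82.02 ± 1.62 to 124.4 ± 5.21 FPKM (log2 0.60, limma adjusted p 4.99e-06). ESR1 (ENSG00000091831) rose by 0.16 on the log2 scale (limma adjusted p 0.0118). CDK6 (ENSG00000105810), at 0.4934 ± 0.0803 FPKM in DMSO and 0.5771 ± 0.0433 with the drug, did not change beyond the spread between replicates (log2 0.08, limma adjusted p 0.479).

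**Figure D1:**
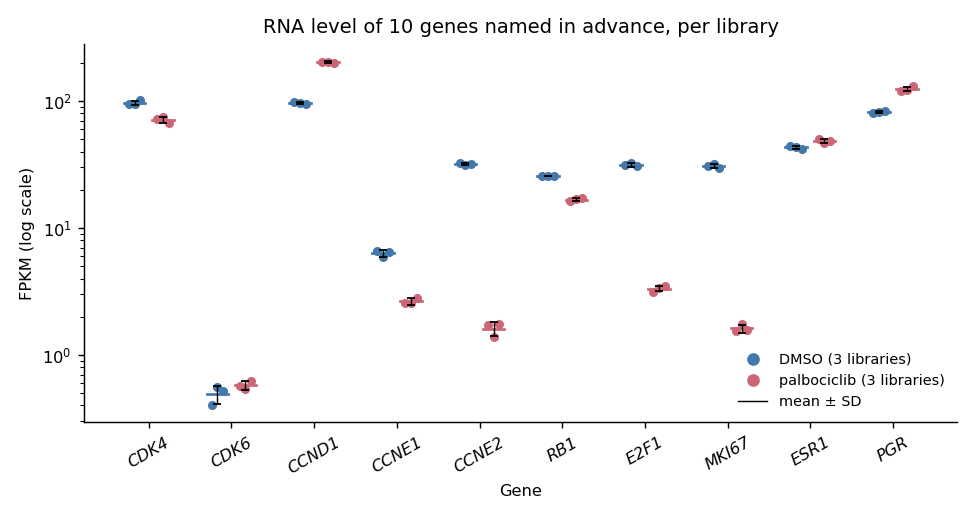
FPKM (log scale) of the 10 genes named in advance in each of 3 DMSO and 3 palbociclib libraries, with the mean and SD of each group. CCNE2, MKI67 and E2F1 fell from means of 31.8, 30.79 and 31.49 FPKM to 1.615, 1.618 and 3.336, and CCND1 rose from 96.75 to 202.7.

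By the rule for named genes, the 5 largest falls were in RRM2 (ENSG00000171848), FAM111B (ENSG00000189057), MYBL2 (ENSG00000101057), TYMS (ENSG00000176890) and AURKB (ENSG00000178999). RRM2 fell from 106 ± 2.45 to 1.57 ± 0.139 FPKM (log2 -5.38, limma adjusted p 3.29e-10). The log2 changes of FAM111B, MYBL2, TYMS and AURKB were -4.11, -4.10, -3.93 and -3.86. These values use a pseudocount of 1 FPKM, which draws changes of genes near that level toward 0, and the authors' deposited table gives -6.09 for RRM2.

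The 5 largest rises were in CDC26P1 (ENSG00000238072), SULT1A4 (ENSG00000213648), TMEM265 (ENSG00000281991), KRT86 (ENSG00000170442) and LURAP1L-AS1 (ENSG00000235448), and most of these are uncertain. CDC26P1 is a pseudogene listed at 0 in DMSO replicates 1 and 2, and its log2 change of 2.43 had a limma adjusted p of 0.0224. Its limma adjusted p was 0.0693 without DMSO replicate 1, 0.0752 without DMSO replicate 2, 0.0557 without palbociclib replicate 1 and 0.0696 without palbociclib replicate 2. The authors' deposited table gives an adjusted p of 0.537 for CDC26P1. SULT1A4 rose from 0.968 ± 0.243 to 5.467 ± 0.766 FPKM (log2 1.72, limma adjusted p 8.22e-06) and has a near-identical copy elsewhere in the genome. KRT86 rose from 0.8911 ± 0.234 to 4.22 ± 0.54 FPKM (log2 1.47, limma adjusted p 1.81e-05) and has close paralogs, and how shared reads were counted is not stated. LURAP1L-AS1 rose from 6.235 ± 1.13 to 16.99 ± 0.919 FPKM (log2 1.32, limma adjusted p 2.59e-05), and it is an antisense transcript whose reads depend on a counting strand that is not stated. TMEM265 rose from 0.1932 ± 0.175 to 2.762 ± 0.44 FPKM (log2 1.66, limma adjusted p 1.78e-05). These sizes and the ranking of the rises hold for a pseudocount of 1, and with a pseudocount of 0.1 the log2 change of TMEM265 was 3.44.

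The second comparison asked whether 11 gene lists moved as sets. All 42 tested S phase genes and all 54 G2 and mitosis genes were lower, with median log2 changes of -2.42 and -2.70. Their camera adjusted p were 3.01e-36 and 4.11e-46, and all of them were past 0.05 adjusted over the list alone. Relative to the DMSO mean, the S phase median was -0.021 to 0.025 in the DMSO libraries and -2.426 to -2.366 in the palbociclib libraries. Only these 2 of the 8 lists that camera called with the preset correlation kept the call with the estimated correlation. Fry also called all 8, but it does not compare a list with the other genes.

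The other 6 lists called by camera moved by much less, and 1 gene is in both the oestrogen receptor target and the lysosome list. Oestrogen receptor targets had a median log2 change of 0.24, with 30 of 36 genes higher and a camera adjusted p of 6.9e-05. Splicing factors had a median of -0.21, with 38 of 50 lower (camera adjusted p 2.53e-05), and cholesterol synthesis genes -0.20, with 20 of 24 lower (camera adjusted p 0.000357). Ribosomal proteins had a median of 0.11, with 58 of 70 higher (camera adjusted p 9.89e-06), and lysosome genes 0.09, with 31 of 39 higher (camera adjusted p 0.000861). Under quantile normalization the ribosomal median was 0.028 (camera adjusted p 0.716), below that of all genes, 0.0567. Replication-dependent histones had a median of 0.32, with 17 of 26 higher (camera adjusted p 0.00333), and of 0.63 with a mean FPKM of at least 5. Only 28 of 43 histone genes were matched and most of their transcripts lack a poly(A) tail, so this list is poorly measured in poly(A) RNA. With the estimated correlation, camera gave these 6 lists adjusted p from 0.304 to 0.47. Adjusted over the list alone, 28 oestrogen receptor targets, 38 splicing factors, 19 cholesterol synthesis genes, 46 ribosomal proteins, 23 lysosome genes and 15 histones changed, against 27, 35, 19, 41, 23 and 15 over all genes tested.

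Camera did not call the remaining 3 lists. Interferon response genes had a median log2 change of 0.08 (camera adjusted p 0.0744), antigen presentation genes 0.11 (camera adjusted p 0.0744) and p53 targets -0.05 (camera adjusted p 0.0874). The interferon list passed the threshold without DMSO replicate 1 (camera adjusted p 0.0487), without palbociclib replicate 1 (0.0365) and without palbociclib replicate 2 (0.0499). The p53 list passed it without DMSO replicate 1, where its median was -0.10 (camera adjusted p 0.0487), and its median was -0.08 without DMSO replicate 3. Under quantile normalization the p53 median turned to 0.046, below the median of all genes, 0.0567. Fry called antigen presentation (fry adjusted p 0.0223) and p53 targets (fry adjusted p 0.0265). Adjusted over the list alone, 12 interferon, 8 antigen presentation and 14 p53 genes changed, against 14, 8 and 13 over all genes tested.

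**Figure D2:**
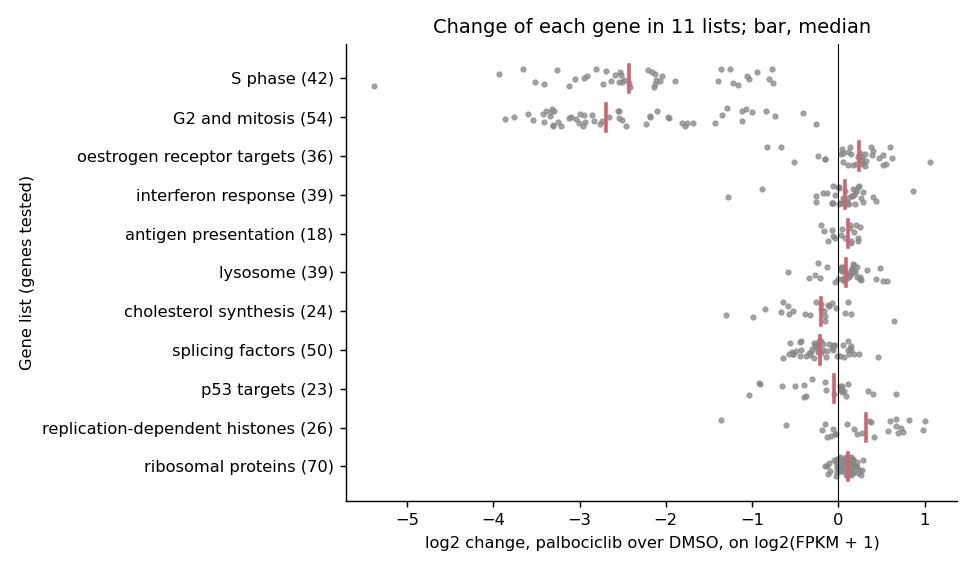
Log2 change on log2(FPKM + 1) of each tested gene in the 11 lists, 1 point per gene, with a bar at the median of the list. The S phase and G2 and mitosis medians are -2.42 and -2.70, and the medians of the other 9 lists lie between -0.21 and 0.32, of which that of p53 targets turned positive under quantile normalization.

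The third comparison asked which peaks changed accessibility. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 2061 of 38121 peaks higher and 2464 lower, or 11.87% of the peaks. A log2 change of at least 1 was reached by 13 higher and 29 lower peaks. The groups did not overlap in 28.28% of peaks, where chance gives 10%. The biological coefficient of variation was 5.96%, and Pearson r was at least 0.984 within groups and at most 0.981 between them. The DESeq2 Wald test moved the counts most, to 981 higher and 1533 lower, and all 2514 of its calls were also edgeR calls. With library totals in place of TMM, 55.9% of the changed peaks were higher, against 45.55%, so the balance of directions depends on the scaling. Without DMSO replicate 1 there were 1280 higher peaks, without palbociclib replicate 1 there were 1236, and without DMSO replicate 3 there were 1103 higher and 1557 lower. Without DMSO replicate 2, 32 peaks were higher by at least 1 log2.

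**Figure D3:**
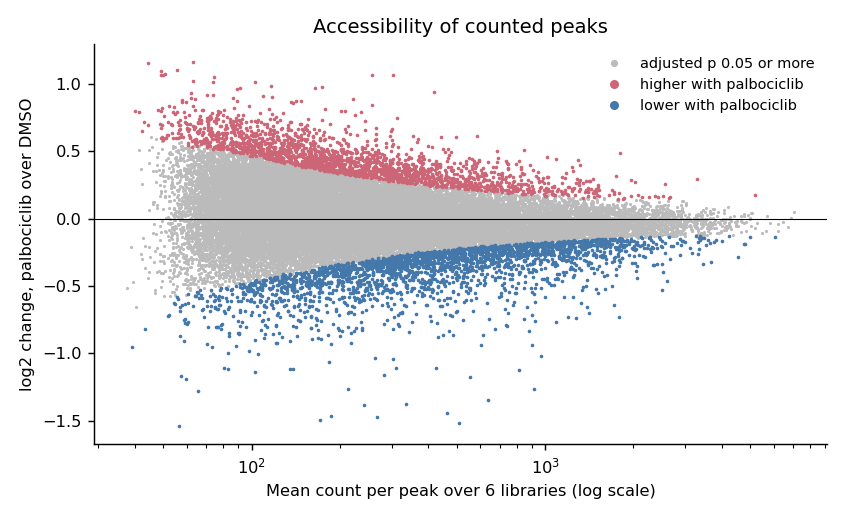
Log2 change of each of the 38121 peaks against its mean count over 6 libraries (log scale). The 2061 higher and 2464 lower peaks at an adjusted p under 0.05 are coloured, and 13 and 29 of them changed by at least 1 log2.

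The 6 peaks named by rule lay more than 1 kb from any listed gene start and kept their calls in all 13 alternatives run on them. The build of the peak table is not named, and neighbouring genes are from RefSeq on GRCh38. The peak on chromosome 22 from 32511386 to 32511841, inside SYN3, rose from 2.6 ± 0.51 to 5.85 ± 1.16 CPM, the library-scaled count (log2 1.16, edgeR adjusted p 2.15e-05). The peak on chromosome 21 from 40310269 to 40310627, inside DSCAM with DSCAM-AS1 as the nearest start, rose from 2.34 ± 0.14 to 5.05 ± 0.14 CPM (log2 1.11, edgeR adjusted p 4.78e-05). The peak on chromosome 18 from 27411987 to 27412391, in no listed gene, rose from 2.16 ± 0.11 to 4.58 ± 0.63 CPM (log2 1.08, edgeR adjusted p 0.000144). The peak on chromosome 19 from 10450940 to 10451259, inside PDE4A, fell from 5.55 ± 0.46 to 1.92 ± 0.2 CPM (log2 -1.54, edgeR adjusted p 6.18e-08). The peak on chromosome 6 from 106510102 to 106511029, inside CRYBG1, fell from 50.44 ± 2.68 to 17.53 ± 0.06 CPM (log2 -1.52, edgeR adjusted p 8.32e-24). The peak on chromosome 17 from 48055598 to 48056026, inside NFE2L1, fell from 16.9 ± 1.77 to 5.96 ± 0.94 CPM (log2 -1.498, edgeR adjusted p 1.97e-13).

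The fourth comparison asked whether changed peaks lay at gene starts. Starts were known for 12485 of 38336 genes, so peaks at other starts count as not at a start. A start lay within 1 kb of 44 of 2061 higher peaks (2.13%), 538 of 2464 lower peaks (21.83%) and 4075 of 33596 other peaks (12.13%). Fisher's exact test, two-sided, gave an odds ratio of 0.158 for the higher peaks (p 3.22e-60) and 2.02 for the lower peaks (p 3.41e-38), over peaks that are not independent of each other. With an offset smoothed on abundance the odds ratios were 0.523 for the higher and 1.47 for the lower peaks (p 1.32e-10). The odds ratio of the higher peaks was 0.264 without palbociclib replicate 3. Within deciles of mean count, an alternative chosen after seeing the data, the Mantel-Haenszel odds ratio was 0.146 for the higher peaks and 0.96 for the lower peaks (p 0.484). Within deciles, which compare peaks of like mean count, lower peaks were thus not more often at gene starts. The offset removes a trend of the change with abundance but does not compare peaks of like mean count.

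The fifth comparison asked whether promoter accessibility followed the RNA level, over 4350 peaks within 1 kb of a start of 4208 genes tested in RNA. The median log2 change was -0.0234 for 932 peaks of genes that rose, -0.0969 for 1168 peaks of genes that fell and -0.049 for all promoter peaks. Camera with the preset correlation gave adjusted p of 3.75e-05 and 9.44e-13. With the estimated correlation camera called neither (adjusted p 0.177 and 0.0839), and fry called only the genes that fell (fry adjusted p 0.0017, against 0.269). Fry tests against no change, and the median of all promoter peaks was negative, so fry leans toward the genes that fell. The median of the genes that rose was -0.0385 without DMSO replicate 2, -0.0151 without DMSO replicate 1 and -0.0130 without palbociclib replicate 3. The Spearman correlation between the RNA and promoter changes was 0.305 (bootstrap SE 0.014), which is across genes, and genes are not independent replicates. Promoter peaks of genes lower by at least 1 log2 numbered 187, with a median change of -0.23, and 177 of them were lower, 119 of them with an edgeR adjusted p under 0.05. The promoter peak of RRM2, chosen after its values were seen, had a log2 change of -1.44 (edgeR adjusted p 3.84e-22).

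**Figure D4:**
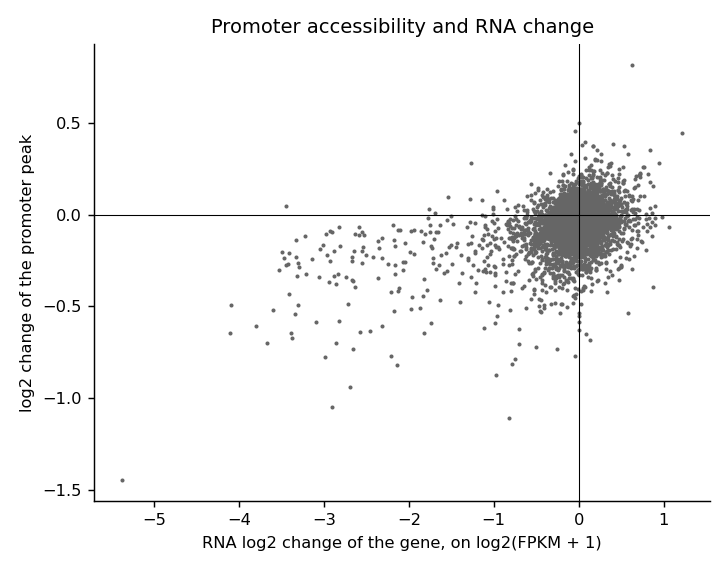
Log2 change of each of 4350 promoter peaks against the RNA log2 change of its gene, on log2(FPKM + 1). The Spearman correlation is 0.305, and 177 of the 187 promoter peaks of genes lower by at least 1 log2 were lower.

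The sixth comparison asked which splicing events changed their inclusion level, the share of transcripts that hold the longer form or the exon. Of 37445 events with enough reads in both forms, the edgeR quasi-likelihood test called 106 with higher and 50 with lower inclusion, and 36 of them changed by at least 0.1. An unadjusted p under 0.05 was reached by 8.69% of events, and the groups did not overlap in 13.75%, where chance gives 10%. The calls lay in 112 of 8869 genes. They were 53 higher and 15 lower among 4565 retained introns, 26 and 21 among 13469 skipped exons, and 10 and 11 among 13179 mutually exclusive exons. Alternative 3' splice sites had 9 higher and 1 lower of 3592, and alternative 5' splice sites 8 and 2 of 2640.

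These counts were sensitive to the method and to single libraries. The plain limma test on log2 odds lowered them most, to 4 higher and 2 lower. It recovered 0 of 200 changes put into data simulated under the count model of edgeR, a setting that favours edgeR. The replicate number as a block, which was not adopted, raised them most, to 196 higher and 127 lower. Without the filter on the minor form there were 32 higher and 21 lower events. Without DMSO replicate 3 the edgeR test gave 59 higher, 20 lower and 17 changed by at least 0.1. Without DMSO replicate 2 these counts were 69, 21 and 18, and without palbociclib replicate 2 they were 61, 18 and 20. The lower events numbered 33 without DMSO replicate 1 and 31 without palbociclib replicate 1. Retained introns with higher inclusion numbered 29 without DMSO replicate 3 and 32 without palbociclib replicate 2, and those with lower inclusion 5 and 6. Retained introns with lower inclusion numbered 6 without DMSO replicate 1 and 9 without DMSO replicate 2. Skipped exons numbered 13 higher and 7 lower without DMSO replicate 2, 14 and 10 without DMSO replicate 3, and 8 and 7 without palbociclib replicate 2. Mutually exclusive exons numbered 3 higher and 4 lower without DMSO replicate 1, 1 and 2 without DMSO replicate 2, 1 and 3 without DMSO replicate 3, 6 and 2 without palbociclib replicate 1, and 3 and 2 without palbociclib replicate 2. Alternative 3' splice sites with lower inclusion numbered 2 without each of DMSO replicates 1 to 3. Alternative 5' splice sites with lower inclusion numbered 1, 1 and 0 without DMSO replicates 1 to 3 and 8 without palbociclib replicate 3. The authors' deposited table, made with rMATS, lists 3592 events at an FDR under 0.05, of which 1432 were tested here. Of the 156 calls here, 132 were also called in the authors' deposited table, which rests on the same counts.

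The 5 events described here, of those picked by rule, are in coordinates of GRCh38 contigs as the splicing tables give them. The skipped exon of DPH7 on chromosome 9 from 137575709 to 137575892 rose from an inclusion level of 0.599 ± 0.053 to 0.802 ± 0.019 (edgeR adjusted p 0.0287). The alternative 5' splice site part of KAT2A on chromosome 17 from 42119054 to 42119244 rose from 0.555 ± 0.043 to 0.739 ± 0.015 (edgeR adjusted p 4.51e-07). The skipped exon of ECT2 on chromosome 3 from 172752150 to 172752472 fell from 0.708 ± 0.103 to 0.371 ± 0.058 (edgeR adjusted p 0.0016). The skipped exon of INCENP on chromosome 11 from 62141500 to 62141511 fell from 0.634 ± 0.011 to 0.363 ± 0.072 (edgeR adjusted p 0.0342). The alternative 5' splice site part of FIGNL1 on chromosome 7 from 50449118 to 50449562 fell from 0.767 ± 0.021 to 0.541 ± 0.018 (edgeR adjusted p 0.0254).

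The mean reads behind these 5 events were 266.2 for DPH7, 945.2 for KAT2A, 255.7 for ECT2, 164.7 for INCENP and 259.7 for FIGNL1 per library. KAT2A and ECT2 kept their calls in all 6 fits that each left out 1 library. DPH7 lost its call without DMSO replicate 2 (edgeR adjusted p 0.146), DMSO replicate 3 (0.109), palbociclib replicate 1 (0.133) and palbociclib replicate 2 (0.122). INCENP lost its call in 5 of these fits, with edgeR adjusted p of 0.0976, 0.136 and 0.114 without DMSO replicates 1 to 3, and of 0.215 and 0.101 without palbociclib replicates 2 and 3. FIGNL1 lost its call in 5, with edgeR adjusted p of 0.111, 0.0681 and 0.237 without DMSO replicates 1 to 3, and of 0.0695 and 0.114 without palbociclib replicates 1 and 2. All 5 lost their calls without the filter on the minor form (edgeR adjusted p from 0.294 to 0.762), and the directions stayed. The RNA of ECT2, INCENP and FIGNL1 fell, with log2 changes of -1.35, -2.15 and -1.49.

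**Figure D5:**
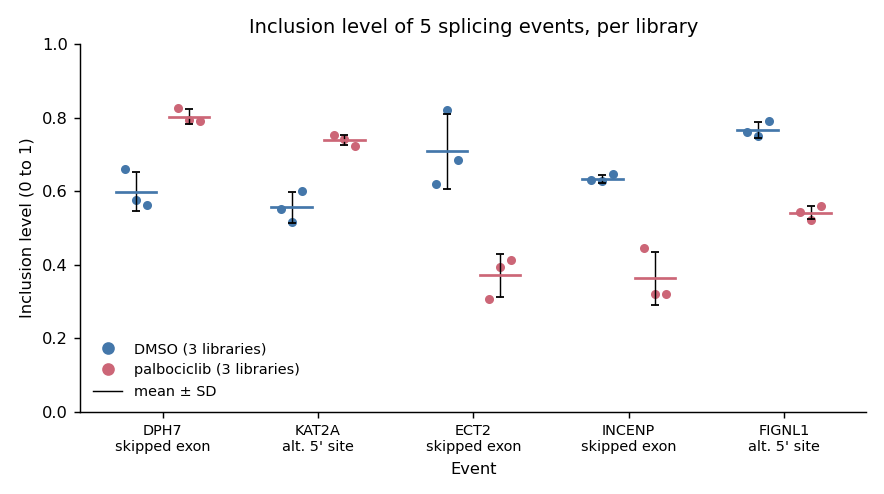
Inclusion level (0 to 1) of 5 splicing events picked by rule in each of 3 DMSO and 3 palbociclib libraries, with the mean and SD of each group. DPH7 and KAT2A rose to 0.802 and 0.739, and ECT2, INCENP and FIGNL1 fell to 0.371, 0.363 and 0.541.

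The last comparison asked whether genes with a changed event also changed in RNA level. Of 8721 genes tested in both, 112 had a changed event, 4353 a changed RNA level and 82 both. An RNA change was found in 73.21% of genes with a changed event and in 49.61% of the others. Fisher's exact test, two-sided, gave an odds ratio of 2.78 (95% confidence interval 1.8 to 4.38, p 5.16e-07). Within deciles of mean FPKM, an alternative chosen after seeing the data, the odds ratio was 1.88 (p 0.00386).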

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

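The counts of higher and lower RNA genes stayed within 1.5 times the reported counts in all 14 alternatives, from 2562 to 4588 higher and from 2856 to 3886 lower. The scaling moved the balance. Quantile normalization gave 61.63% of changed genes as higher, against 47.72%, and moved the median of all genes to a log2 change of 0.06. Genes higher by at least 1 log2 numbered 123 with a pseudocount of 0.1, 14 with a mean FPKM of at least 5, and 279 with edgeR on rebuilt counts, which also gave 879 lower by at least 1 log2 and was chosen after seeing the data. The smaller pseudocount draws changes of genes near 1 FPKM less toward 0, and the stricter filter tests fewer genes. The rebuilt counts have no such pseudocount and also tested more genes, 19312 against 15869, and these causes were not separated. Of 275 values of the 20 named RNA genes under alternatives, 270 kept their call and 5 lost it, all 5 of them in CDC26P1, whose adjusted p ranged from 1.08e-05 to 0.103. CDC26P1 lost its call with edgeR on rebuilt counts and without DMSO replicate 1 (0.0693), DMSO replicate 2 (0.0752), palbociclib replicate 1 (0.0557) and palbociclib replicate 2 (0.0696).

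The S phase and G2 and mitosis lists kept their call in all 14 alternatives, with medians from -2.654 to -2.375 and from -3.016 to -2.616. Camera with the estimated correlation called none of the other lists, so the calls of oestrogen receptor targets (0.244), lysosome (0.089), cholesterol synthesis (-0.198), splicing factors (-0.211), histones (0.317) and ribosomal proteins (0.108) rest on the preset correlation. Fry called them too, but against no change and not against the other genes. The estimated correlation allows for genes of a list moving together and left 2 calls, where 8 lists had passed. It also moved the S phase camera adjusted p from 3.01e-36 to 0.00522. Whether the lost calls come from genes moving together was not tested, so they do not show that these lists stayed unchanged. Ribosomal proteins also lost their call under quantile normalization (0.028, camera adjusted p 0.716), for a cause that was not tested. Their median there lay below that of all genes. The p53 median changed sign to 0.046 there, but the median of all genes moved from 0.0023 to 0.0567. Relative to all genes, p53 targets thus stayed lower. Fry called antigen presentation (0.108) and p53 targets (-0.048), which camera did not. The interferon list ranged from 0.059 to 0.106 over the 6 fits that each left out 1 library, and was called without DMSO replicate 1 (0.095), palbociclib replicate 1 (0.106) and palbociclib replicate 2 (0.101). The p53 list ranged from -0.101 to -0.039 over these fits and was called without DMSO replicate 1 (-0.101). The filter on low values also moved medians. With a mean FPKM of at least 5, that of histones was 0.633 and that of p53 targets -0.152. With no such filter they were 0.279 and -0.098. With a pseudocount of 0.1 the histone median was 0.434. None of these settings changed the call of either list.

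The 6 named peaks kept their direction and call in all 78 values under alternatives. The DESeq2 Wald test gave 981 higher and 1533 lower peaks, and the cause was not tested. The loess offset left 5 peaks higher by at least 1 log2, and the cause was not tested. Over the 6 fits that each left out 1 library there were 1103 to 1874 higher and 1557 to 2176 lower peaks, and 10 to 32 higher by at least 1 log2, with the lowest counts of both directions without DMSO replicate 3 and 32 without DMSO replicate 2. Fewer samples alone lower such counts. The depletion of gene starts among higher peaks kept its direction in all 12 alternatives, with odds ratios from 0.12 to 0.523, of which 0.523 is the loess offset and 0.264 was without palbociclib replicate 3. The enrichment among lower peaks was not found within deciles of mean count, chosen after seeing the data (odds ratio 0.96, Mantel-Haenszel p 0.484). The loess offset, which does not compare peaks of like mean count, kept it at 1.47. The cause of the difference was not tested.

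The promoter medians were -0.0234 for genes that rose and -0.0969 for genes that fell, and camera with the estimated correlation called neither. Fry, which tests against no change and not against other promoters, did not call the genes that rose (-0.0234) and called those that fell. The Spearman correlation was 0.257 within 5 kb and ranged from 0.282 to 0.304 over the fits that each left out 1 library, lowest without palbociclib replicate 1, and the cause was not tested.

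Splicing counts moved with most choices. No filter on the minor form gave 32 higher, 21 lower and 8 changed by at least 0.1. This setting adds many events with almost no reads of 1 form, and the cause was not tested further. Limma on log2 odds gave 4 higher, 2 lower and 6 by at least 0.1. It recovered 0 of 200 changes simulated under the count model of edgeR. That setting favours edgeR, so whether limma missed real changes is open. With a depth trend, chosen after seeing the data, it gave 27 higher, 6 lower and 9 by at least 0.1, and 28 of its 33 calls were also edgeR calls. Over the 6 fits that each left out 1 library there were 59 to 98 higher, 18 to 53 lower and 17 to 37 changed by at least 0.1. The lowest were 59 higher and 17 by at least 0.1 without DMSO replicate 3, and 18 lower without palbociclib replicate 2. For counts per event type, 63 of 120 values moved by more than 1.5 times, and of 60 values of the 5 named events 28 lost their call and 32 kept it, with no change of direction. The overlap with RNA changes stayed past its threshold in all 4 alternatives, with odds ratios from 1.88 to 2.96.

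The replicate number as a block left the RNA counts at 3330 higher and 3633 lower and the peak counts at 2133 higher and 2470 lower. For splicing it gave 196 higher, 127 lower and 70 by at least 0.1. Nothing in the labels pairs the libraries, and the deviations of like-numbered libraries from their group means had correlations of 0.106, -0.005 and 0.088 in RNA and of 0.005, 0.039 and -0.025 in ATAC, so the block values were not adopted, and the cause of the higher splicing counts was not tested.

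Motif sets and GC corrections were not run, since they need a genome sequence. Splicing events tested here had a median of 177.5 reads per library, and a minimum of 100 reads gave 108 higher and 56 lower events.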

Other observations

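The tests of a common scale factor, of mitochondrial genes, of 1 factor for mitochondrial RNA, of a trend with abundance and of wide peaks were chosen only after the results were seen, and the others before.

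With 3 libraries against 3 there are 10 splits, so the smallest share a split count can give is 0.1. As many changed genes as in the real split were found in 1 of the 10 splits of the RNA libraries, the real one. The 9 other splits gave 0 or 1 changed genes, with 180 to 393 genes at an unadjusted p under 0.05, against 8172. As many changed peaks were found in 1 of the 10 splits of the ATAC libraries, the real one, and the 9 others gave 0, with 660 to 1543 peaks at an unadjusted p under 0.05, against 9683. As many changed splicing events were found in 1 of the 10 splits, the real one, and the 9 others gave 0 to 4, with 1474 to 1790 events at an unadjusted p under 0.05, against 3254. Each of these splits puts libraries of both treatments in each group, so the treatment difference adds to the spread within groups and lowers the calls, and the low counts are no null either.

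For the set tests, as many lists past the threshold as the real 8 were found in 3 of the 10 splits, and as many promoter sets as the real 2 in 6 of the 10. These splits also keep part of the treatment difference between their groups, which shows in a largest S phase median of 0.795 in size, against -2.424. The real list medians were larger in size than in the 9 other splits for all lists except p53 targets (-0.048, against 0.072). The other splits are therefore no null for the set tests, and these counts of 3 and 6 say little for or against the smaller shifts.

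Peaks in regions dense with peaks lost accessibility relative to peaks in sparse regions. Across 31796 peaks more than 5 kb from a gene start, the Spearman correlation of the log2 change with the number of peaks within 1 Mb was -0.211, and it was negative on all 23 chromosomes, from -0.242 to -0.078 over all peaks. Over all peaks it was -0.217, and -0.165 given the mean count. The median log2 change went from 0.0694 in the sparsest to -0.0498 in the densest of 5 equal groups of peaks. The densest minus the sparsest group was -0.0277, -0.0103 and 0.0343 in DMSO replicates 1 to 3 and -0.1189, -0.1162 and -0.1221 in palbociclib replicates 1 to 3. Early-replicating regions are dense with active elements and hold more copies in S phase cells, so fewer S phase cells may lower their counts, a hypothesis that this correlation is consistent with. GC content differs along the same axis, was not tested without a genome, and remains open, as does a direct effect of the drug on chromatin.

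Retained introns made up 53 of the 106 events with higher inclusion, against 15 of the 50 with lower inclusion. A general rise of unspliced RNA is argued against by the share of tested introns that rose, 49.9%, and the mean retained intron level was 0.2009 to 0.2031 in DMSO and 0.1978 to 0.2029 with palbociclib. The rises lay more often in genes whose RNA fell, 23 of 53 (43.4%) against 25.32% of other introns, an odds ratio of 2.26 (Fisher's exact test, two-sided, p 0.00413). The 53 introns lie in 44 genes and are not independent. Older unspliced RNA weighing more where transcription fell is a candidate explanation, untested. The count of these rises was 29 without DMSO replicate 3 and 32 without palbociclib replicate 2.

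FPKM sums over genes were 719059 ± 12939 in DMSO and 759318 ± 12991 with palbociclib (SD, n = 3), a log2 ratio of 0.0786, and the smallest exact permutation p that 3 against 3 allows is 0.1. The deposited scaling fixes the median change, 0.0023 over all genes tested, and so this median tests nothing. A common factor as the whole cause is argued against by the log2 ratio of the 100 most abundant genes to the rest, which no common factor moves. It was -0.417 ± 0.039 in DMSO and -0.151 ± 0.033 with palbociclib (SD, n = 3), a difference of 0.266, with groups that do not overlap. On the scale of the deposited values, the 100 most abundant genes held 128.7% of the difference, and the 13 mitochondrially encoded protein genes 91.3%. These genes took 25.09% to 26.61% of the FPKM in DMSO libraries and 28.17% to 29.86% with palbociclib.

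The 12 mitochondrial genes other than ND6 were all higher on the values as deposited, by 0.097 to 0.349 on the log2 scale, 10 of them at a limma adjusted p under 0.05 and with groups that do not overlap. ND6, the protein gene on the other strand, fell from 713.6 ± 74 to 440.9 ± 37.6 FPKM (log2 -0.69, limma adjusted p 0.000236). Median centring and rebuilt counts kept the rises of the 12, from 0.101 to 0.352 and from 0.099 to 0.35. Quantile normalization fixes the top ranks and so gave these 12 a median of 0, from -0.074 to 0.056, and ND6 stayed lower in all 4 of these scalings, from -0.746 to -0.688. The log2 change of ND6 lay -0.972 from the median of the others, which argues against 1 factor that moves ND6 and the other 12 alike. These are values of poly(A) RNA, and a factor that raised only the other 12 is not excluded. A change in light-strand transcription or RNA decay may be involved, and a difference in strand specificity between libraries remains open, since the counting strand is not stated.

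Higher peaks were rare at the known gene starts, which cover only the 12485 genes that received a strand. A trend of the log2 change with abundance between libraries does not explain this whole pattern. An offset smoothed on abundance moved the odds ratio from 0.158 to 0.523, the largest move of the 12 alternatives, and the depletion stayed. Within deciles of mean count, chosen after seeing the data, the odds ratio was 0.146. What the offset left remains open to a biological difference between promoters and distal sites, which was not tested. Part of the depletion may come from that trend.

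Highly expressed genes did not have the most starts with a counted peak. Of 10 equal groups of genes by mean FPKM, the highest had a peak within 1 kb of 37.64% of starts, against 42.61% to 43.1% in groups 4 to 7 and 35.88% in the lowest. Peak widths fell from 3690 peaks of 900 to 999 bases to 819 of 1000 to 1099 bases. ACTB, GAPDH and HSPA8, chosen after their values were seen, had their nearest peaks 15935, 19654 and 9676 bases from the start. Wide peaks missing from the counted set are a candidate explanation, and the peak calling is not stated. Promoter results here cover only the starts with a counted peak. No biological explanation was tested.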
